A study of Solanum tuberosum with 27 samples.

How the data were processed

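RNA was sequenced from leaves of potato (Solanum tuberosum) of the cultivar Rywal and of 2 transgenic lines derived from it, here called NahG and shRBOHD. NahG is the usual name of a bacterial gene for salicylate hydroxylase, an enzyme that breaks down the defence hormone salicylic acid. RBOHD names a respiratory burst oxidase homolog, an enzyme that makes reactive oxygen species, and sh stands for a short hairpin RNA against it. Plants were inoculated with the Wilga isolate of potato virus Y (PVY) or mock-inoculated, and leaves were sampled 4 days later. For each line and biological replicate, per the labels, 30 sections holding early visible lesions formed the lesion pool, 30 sections of the tissue next to them formed the surrounding pool, and about 300 sections of mock-inoculated leaf formed the mock pool. This gave 9 groups of 3 libraries, 27 in all, and each library was placed in its group by its own title or characteristics.

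Per the labels' protocols, libraries were made with the TruSeq Stranded mRNA kit or with the SMART-Seq v4 low-input kit followed by Nextera XT, and read as 150-bp pairs on a HiSeq instrument. Which library was made with which kit is not given in the sources used here, so the kit could not be a term in any model. The aligner, the counting program, the genome build and any filter are not given in the sources used here either. The deposited table holds, per the file headers, raw read counts per gene and the authors' CPM values, counts scaled to a common library total, for each library. The count columns hold whole numbers with a different total in each library. Raw count divided by the authors' CPM was 1 constant per library. That constant corresponded to a denominator of which the counts of the listed genes made up 28.3 to 41.0%. The share was 35.2 to 41.0% in the NahG libraries and 28.3 to 33.2% in the other 18. What the denominator counts is not given in the sources used here. The deposited counts were used for all tests, and the authors' CPM values were used only to recover the denominators and for 1 comparison in the closing section. All other CPM values were computed from the counts with TMM-scaled library sizes. No row of the table was blank or a total, and 0 columns were left without a sample.

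The table lists 48922 genes, 31442 with Sotub identifiers and 17480 with PGSC identifiers, and does not pair them with symbols or descriptions. None of these identifiers (0) matched a reference table of 32873 potato genes built on the SolTub_3.0 assembly. Tests of gene sets defined by gene descriptions were planned before the data were examined and were not run for this reason. The expression of the hairpin's target, which would check the shRBOHD labels, was likewise not analysed here. Coordinates are not given in the sources used here. Sequence-dependent checks (GC content, gene length, reads shared between gene copies) were not possible, and whether the counting used the strand is not stated, so genes with near-identical copies or overlapping neighbours are uncertain.

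Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr over the 9 groups (minimum count 10, minimum total count 15), which left 23028 genes. Of the others, 12400 had no count in any library and 13494 were removed by the filter. The tested genes held at least 99.7% of the counts of every library. All 27 libraries entered a single quasi-likelihood fit with 9 group means (TMM scaling, glmQLFit with robust estimation, glmQLFTest), so that all groups shared an estimate of the spread. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05. The 21 contrasts were 9 between tissues within a line, 6 between a transgenic line and Rywal within a tissue, and 6 tests of whether a change between tissues differed between a transgenic line and Rywal (interaction terms). Principal components were computed on log2 CPM with a prior count of 2. The contrasts, tests, alternatives and rule for naming genes were fixed before the data were examined, apart from the additions named in the closing section.

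Because no names or descriptions were available to the analysis, the rule fixed for that case limited the named genes to 2 that rose and 2 that fell in Rywal lesion against surrounding tissue. They are those with the largest fitted log2 fold changes among called genes with a mean log2 CPM of at least 2 over all libraries and with all 3 libraries of 1 group above all 3 of the other. Of the 133 genes called in this contrast, 125 met these criteria. Where all libraries of a group had 0 counts of a gene, a bound on the fold change was computed from a floor of 3 counts over the whole group. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

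Total counts ranged from 5998634 to 15693888 per library. The common biological coefficient of variation was 0.416 over all 27 libraries. All 27 replicate pairs differed by more than counting noise, with chi-square values per degree of freedom of 7.68 to 140.5, and none held identical values. No library was thus a copy of another, and each was counted as a replicate. These values do not show that replicates came from separate plants or preparations.

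The fit was tested on simulated counts drawn from the fitted means, dispersions and library sizes of the 23028 tested genes, with 200 genes changed. These 200 were drawn only from genes above a minimum mean count in the surrounding tissue. The rates below therefore do not cover genes with few counts. For Rywal lesion against surrounding tissue, 4.50% of the changed genes were recovered at a true log2 change of 1, 67.0% at 2 and 90.0% at 3, with 0, 4.96 and 6.25% of calls false. For the shRBOHD interaction in lesion against surrounding tissue, 25.5% were recovered at 2 and 69.5% at 3, with 3.77 and 3.47% of calls false.

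Lesion and surrounding pools with the same replicate number were taken from the same plants, per the series design text. Their deviations from the group means were correlated across genes in all 3 pairs of each line (r from 0.181 to 0.349 in Rywal, 0.103 to 0.273 in NahG and 0.340 to 0.384 in shRBOHD). These numbers were taken as pairs. Among the other comparisons, only shRBOHD and Rywal surrounding tissue had all 3 same-numbered correlations above 0.1 (0.127 to 0.254). The fit with the replicate number as a block was an alternative. It used the plants as blocks over the inoculated libraries for lesion against surrounding tissue, and all 27 libraries otherwise.

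Further alternatives were RLE scaling, no filter on low counts, DESeq2 1.42.0 in place of edgeR, a fit of only the compared groups, and leaving out each library in turn. Added after the data were seen were the authors' CPM denominators as library sizes and thinning of the NahG libraries to the median total count of the other 18. Correlations between contrasts that share mock libraries were set beside values from 10 simulations of unchanged groups against the same kind of shared mock. Another 10 simulations, added after the data were seen, correlated the lesion and surrounding pools of a number, which reached mean same-number correlations of 0.355 in Rywal, 0.275 in NahG and 0.388 in shRBOHD. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.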

Results

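Gene expression was measured by RNA-seq in 27 libraries of potato leaf, 3 for each combination of 3 genotypes and 3 kinds of tissue. The genotypes were Rywal, a cultivar that forms local lesions after inoculation with PVY, and its transgenic lines NahG and shRBOHD. The tissues were lesions, their immediate surrounding and mock-inoculated leaf, all taken 4 days after inoculation. Library totals were 5998634 to 8695301 counts in Rywal, 6875330 to 8681403 in shRBOHD and 10533338 to 15693888 in NahG. The NahG libraries were therefore all deeper than the other 18. Between 22470 and 26293 genes had at least 1 count in a library, and the 20 most abundant genes took 10.4 to 28.4% of its counts. The common biological coefficient of variation was 0.378 among the Rywal, 0.462 among the NahG and 0.402 among the shRBOHD libraries.

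The first principal component held 41.1% of the variance and the second 30.0%. The NahG libraries were apart from those of Rywal and shRBOHD in every tissue. On the first component the NahG mock libraries lay between -251 and -227, whereas the Rywal mock libraries lay between -49.1 and -3.22. The shRBOHD mock libraries were spread out: replicate 1 lay at 11.8 on the first and 133 on the second component, nearer to Rywal mock replicate 2 (-3.22 and 142) than to shRBOHD mock replicates 2 and 3 (-71.3 and -59.3 on the first component, both 179.7 on the second). On the first component Rywal and shRBOHD overlapped in mock tissue, where shRBOHD ranged from -71.3 to 11.8, and in lesions, where Rywal ranged from 135 to 167 and shRBOHD from 141 to 154. In surrounding tissue they overlapped on the first component (92.2 to 129 in Rywal and 63.2 to 116 in shRBOHD). They did not overlap there on the second component (-24.2 to 13.8 in Rywal and 27.3 to 59.4 in shRBOHD).

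**Figure D1:**
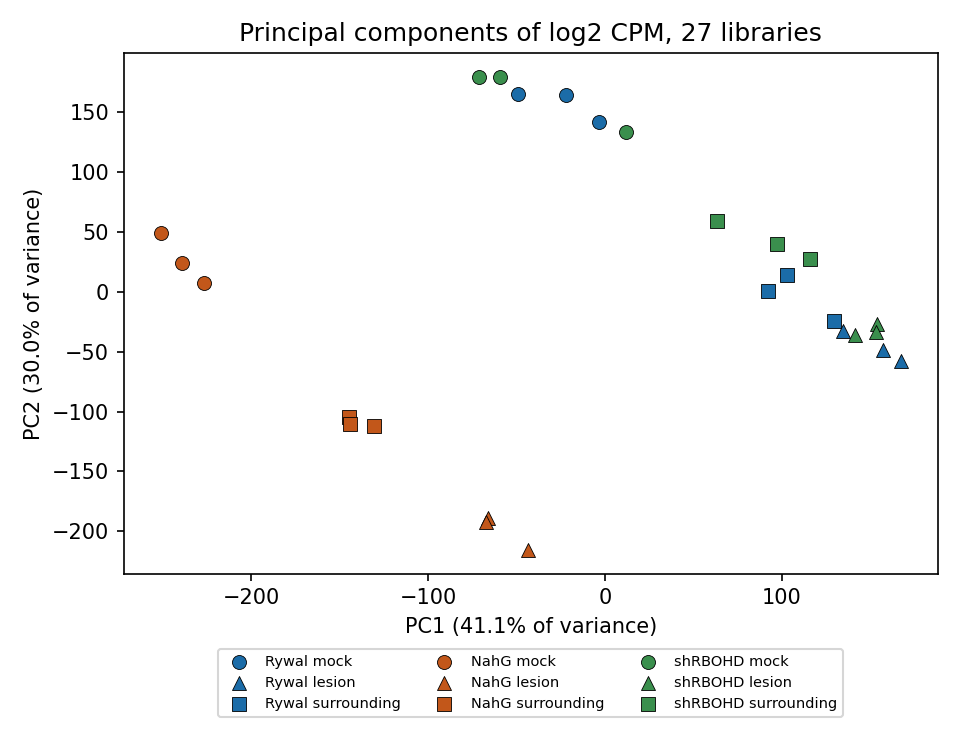
Principal components of log2 CPM for the 27 libraries; each point is a library, colour gives the genotype and marker shape the tissue, and the axes are component scores with the share of variance (41.1 and 30.0%). Surrounding tissue lies between mock tissue and lesions in each genotype, and the NahG libraries form a separate series.

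The first comparison asked how gene expression in the lesion differed from that in mock-inoculated leaf of the same genotype. In Rywal, 8939 of the 23028 tested genes (38.8%) were called changed by edgeR's quasi-likelihood test, 4336 higher and 4603 lower in the lesion. In NahG, 10790 genes were called (46.9%), 5409 higher and 5381 lower. In shRBOHD, 8366 genes were called (36.3%), 3811 higher and 4555 lower. The median absolute log2 fold change of the called genes was 2.19 in Rywal, 2.15 in NahG and 2.30 in shRBOHD. Among the alternatives, the authors' CPM denominators moved the Rywal result most in its direction, with 3014 genes higher and 5541 lower. Under these denominators the median log2 fold change of all tested genes in Rywal was -0.32, against -0.05. Counts were within 1.5 times of these values with any single library left out. Mock pools held about 300 sections and inoculated pools 30, and whether the library kit followed the pool size is not given in the sources used here. A kit effect is therefore not excluded from the contrasts with mock tissue, nor from genes they share between genotypes.

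Across the genotypes, which share no libraries in these contrasts, 5075 genes changed in the same direction in the lesions of all 3 against their mocks. Of these, 2343 were higher and 2732 lower. A further 3492 genes were called with the same sign in exactly 2 genotypes and 5493 in exactly 1, and 180 were called with opposite signs.

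The surrounding tissue was then compared with mock tissue. In Rywal 6688 genes were called (29.0%), with 3341 higher and 3347 lower in the surrounding tissue, and under the authors' denominators 2521 were higher and 3725 lower. In NahG 6510 genes were called (28.3%), with 3323 higher and 3187 lower, and under the authors' denominators these became 4079 higher and 2241 lower. In shRBOHD 4857 genes were called (21.1%), with 2080 higher and 2777 lower, and under the authors' denominators 2456 were higher and 2073 lower. The shRBOHD count depended on single libraries: it was 2852 without mock replicate 2, 3077 without mock replicate 3 and 2976 without surrounding replicate 2.

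The changes in lesions and in surrounding tissue, both against mock, were correlated across the tested genes. Pearson's r was 0.882 in Rywal, 0.835 in NahG and 0.877 in shRBOHD. Both contrasts use the same mock libraries, and simulated groups with no change, drawn independently of each other, gave mean r values of 0.487, 0.498 and 0.509. Lesion and surrounding pools of a number share their plants, which raises r without any change. With the pools of a number correlated in the simulation at about the highest r seen between such pools in each genotype, the mean r values were 0.652, 0.625 and 0.687, with no run above 0.696. Genes are not independent replicates, so no p-value is attached to these coefficients. Without a filter on low counts the coefficients were 0.799, 0.757 and 0.794. Of the genes called in surrounding tissue, 5995 in Rywal (89.6%), 5773 in NahG (88.7%) and 4435 in shRBOHD (91.3%) were also called in the lesion with the same sign. When the same numbers of genes were taken by rank of p from simulated groups with no change, the share with the same sign averaged 47.0, 53.4 and 49.1% with independent pools and 59.6, 63.4 and 65.0% with the correlated pools.

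The direct comparison of lesion and surrounding tissue asked what distinguishes the lesion from tissue next to it. In Rywal 133 genes were called (0.578%), 39 higher and 94 lower in the lesion. Lesion and surrounding pools of the same number came from the same plants. With the plant as a block the count rose to 1297, 559 higher and 738 lower, and 126 of the 133 genes were among them. DESeq2 called 621 genes, 225 higher and 396 lower. A fit of only these groups called 98 genes, 51 higher and 47 lower, of which 44 were among the 133, so the excess of lower calls did not hold in that fit and most of the 133 were not called in it. The authors' denominators gave 29 genes higher and 159 lower. The Rywal count moved by more than 1.5 times whichever of the 6 libraries was left out. It was 219 without lesion replicate 1, 40 without lesion replicate 2 and 42 without lesion replicate 3. Leaving out surrounding replicate 1, 2 or 3 gave 71, 223 and 47 genes.

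In NahG the same comparison called 2749 genes (11.9%), 1323 higher and 1426 lower, and 5054 genes with the plant as a block (2786 higher and 2268 lower). This split moved with the scaling: 732 genes were higher and 2085 lower under the authors' denominators, and 900 higher and 1650 lower after the NahG libraries were thinned. Without NahG lesion replicate 2 the count was 1343. In shRBOHD 1059 genes were called (4.60%), 604 higher and 455 lower, and 2999 with the plant as a block (1545 higher and 1454 lower). Under the authors' denominators 432 were higher and 735 lower. The shRBOHD count was 432 without lesion replicate 1, 614 without lesion replicate 3, 410 without surrounding replicate 1 and 511 without surrounding replicate 3. DESeq2 called 1954 genes in shRBOHD.

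In all 3 genotypes together, 99 genes differed between lesion and surrounding tissue with the same sign, 29 higher and 70 lower in the lesion, and 0 were called with opposite signs. The number was set mainly by the Rywal libraries: it was 31 without Rywal lesion replicate 2, 30 without lesion replicate 3, 56 without surrounding replicate 1 and 33 without surrounding replicate 3. With the plant as a block, 977 genes were shared.

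Gene identifiers are given as in the deposited table, without names. The gene with the largest rise from surrounding tissue to lesion in Rywal was Sotub02g016400. Its level was 105 ± 25.0 CPM in the lesion (SD, n = 3), 5.94 ± 1.77 CPM in the surrounding tissue and 0.881 ± 1.17 CPM in mock tissue. The log2 fold change between lesion and surrounding tissue was 4.13 (SE 0.93, edgeR adjusted p 0.0418), and each lesion library exceeded each surrounding library. In shRBOHD it went from 5.15 ± 4.47 CPM in surrounding tissue to 117 ± 87.1 CPM in lesions (SD, n = 3). In NahG it went from 0.759 ± 0.543 to 8.35 ± 7.01 CPM, a lower level but also a rise (log2 fold change 3.48, edgeR adjusted p 0.0299). The edgeR adjusted p for the difference of this rise from Rywal was 0.953. The next largest rise in Rywal was that of Sotub12g013250, with a log2 fold change of 3.10 (SE 0.69, edgeR adjusted p 0.0418). It went from 19.5 ± 12.1 CPM in surrounding tissue to 167 ± 31.7 CPM in the lesion (SD, n = 3). In Rywal mock tissue it stood at 1.31 ± 0.361 CPM.

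Both rises lay near the threshold. In edgeR fits without a filter on low counts the adjusted p was 0.104 for Sotub02g016400 and 0.0978 for Sotub12g013250. For Sotub02g016400 the adjusted p was 0.142 and 0.110 without Rywal lesion replicates 2 and 3, and 0.179, 0.0728 and 0.161 without surrounding replicates 1, 2 and 3. For Sotub12g013250 the corresponding values were 0.142, 0.111, 0.0567, 0.0853 and 0.190. With the plant as a block the adjusted p was 0.000119 for Sotub02g016400 and 0.00472 for Sotub12g013250, the former being its lowest among the alternatives, and DESeq2 gave 0.00166 and 0.00118. The direction was the same in each of these fits.

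The largest fitted fall was that of Sotub12g025680, which had 0 counts in all 3 Rywal lesion libraries, so its fitted value is no measured size and its rank against the next gene is not settled. In Rywal surrounding tissue it stood at 5.87 ± 2.79 CPM and in mock tissue at 77.9 ± 11.8 CPM (SD, n = 3). A floor of 3 counts over the lesion group corresponds to 0.129 CPM, so its level was at least 45.4-fold lower than in surrounding tissue and at least 602-fold lower than in mock tissue. The edgeR adjusted p for lesion against surrounding tissue was 0.00179, and it was between 6.31e-07 and 0.0151 under the alternatives. In the lesions of the other lines it had 0 to 38 counts in NahG and 5 to 8 counts in shRBOHD, which is 1.73 ± 1.54 and 0.826 ± 0.187 CPM (SD, n = 3).

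Sotub09g016850 fell from 46.1 ± 4.45 CPM in Rywal surrounding tissue to 0.601 ± 0.407 CPM in the lesion, where it had 1 to 7 counts per library (SD, n = 3). Its log2 fold change was -6.23 (SE 0.48, edgeR adjusted p 1.75e-07), and the adjusted p lay between 9.44e-30 and 1.05e-05 under the alternatives. In mock tissue it stood at 265 ± 44.3 CPM. The fall from surrounding tissue to lesion was smaller in NahG, where the level went from 83.0 ± 22.3 to 32.8 ± 15.5 CPM, and the edgeR adjusted p for the difference from Rywal was 0.000487. In shRBOHD it went from 158 ± 59.4 to 14.98 ± 5.08 CPM, and the adjusted p for the difference from Rywal was 0.533.

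**Figure D2:**
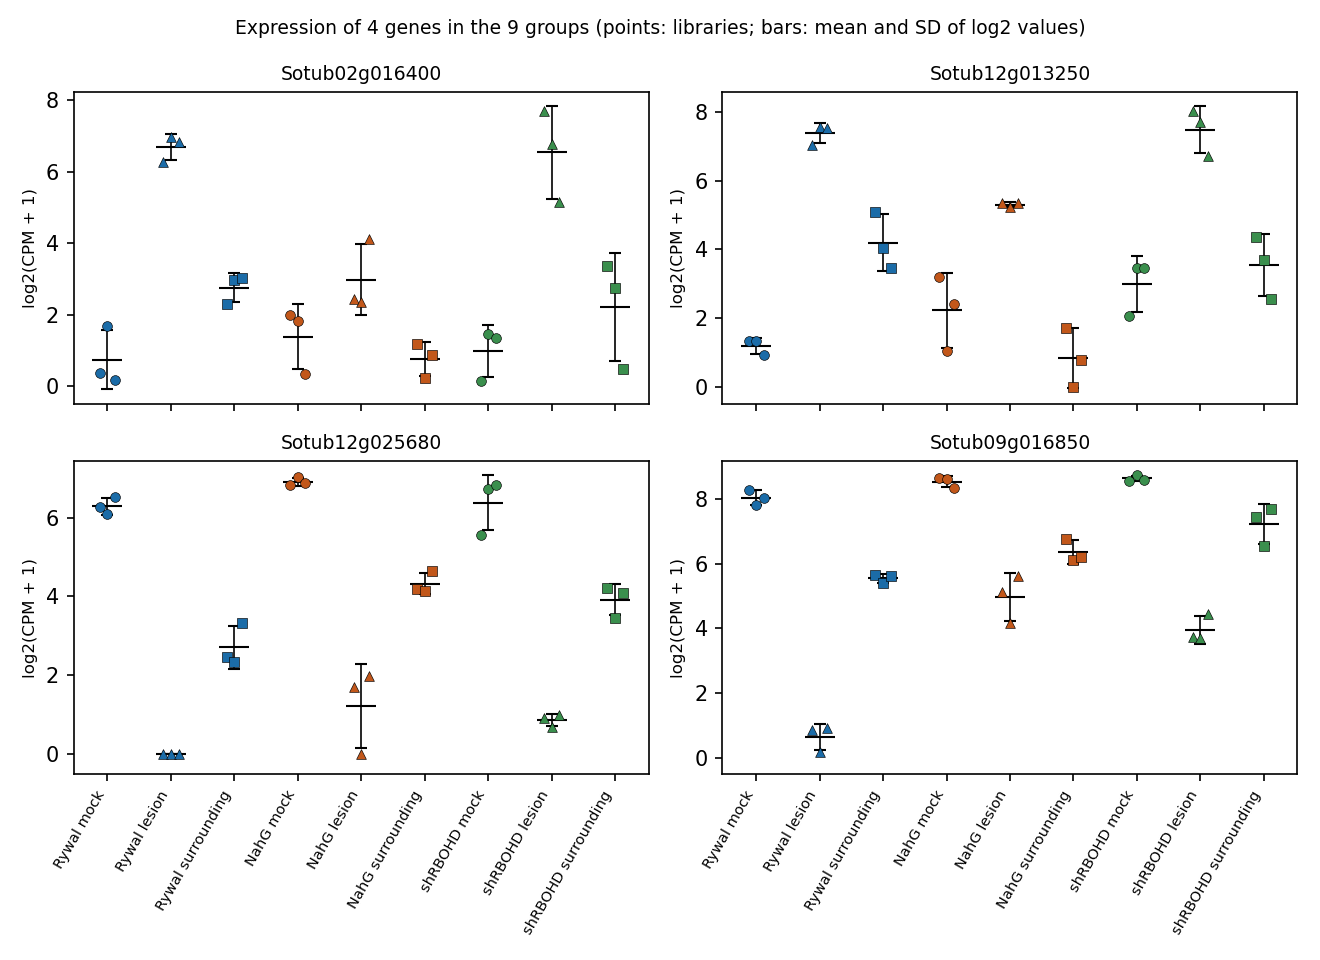
Expression of 4 genes as log2(CPM + 1) on the vertical axis in the 9 groups on the horizontal axis; points are libraries, horizontal bars are means and whiskers the SD of the log2 values (n = 3). Sotub02g016400 and Sotub12g013250 are higher in lesions than in surrounding tissue, and Sotub12g025680 and Sotub09g016850 are lower, with 0 counts of Sotub12g025680 in Rywal lesions.

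Among all tested genes, 16.4% had all 3 libraries of 1 group above all 3 of the other in Rywal lesion against surrounding tissue, where chance gives 10%. Of the 133 called genes, 132 were separated in this way.

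The transgenic lines were next compared with Rywal within each tissue, to measure how the genotypes differ before and after inoculation. NahG differed from Rywal in 10512 genes in mock tissue (45.6%), with 5544 higher and 4968 lower in NahG. In lesions 10777 genes were called, 5726 higher and 5051 lower, and in surrounding tissue 11177, 5896 higher and 5281 lower. Under the authors' denominators most calls were lower in each tissue: 3835 higher and 7105 lower in mock tissue, 4892 and 5685 in lesions, and 5310 and 5517 in surrounding tissue. In mock tissue these denominators moved the median log2 difference of all tested genes from 0.05 to -0.41. With the same sign in all 3 tissues, 6364 genes were called, 3649 higher and 2715 lower in NahG. Leaving out any single library kept each of the 3 counts within 1.5 times. The labels name a pair of library kits without saying which library used which, and depth differed between the NahG libraries and all others, so a batch and the genotype cannot be told apart here. After the NahG libraries were thinned to the median total count of the others, 10336 genes were called in mock tissue, of which 10009 were among the 10512.

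For shRBOHD, 248 genes differed from Rywal in mock tissue (1.08%), 185 higher and 63 lower. DESeq2 called 837. With the authors' denominators 75 genes were higher and 92 lower. Each of the 6 libraries moved this count by more than 1.5 times. The count was 66, 103 and 33 without Rywal mock replicates 1, 2 and 3, and 738, 44 and 48 without shRBOHD mock replicates 1, 2 and 3.

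In lesions 13 genes were called between shRBOHD and Rywal, all 13 higher in shRBOHD. DESeq2 called 287, of which 192 were higher and 95 lower. A fit of only these groups called 1 gene, which was not among the 13. The count was 5, 2 and 6 without Rywal lesion replicates 1, 2 and 3, and 4 without shRBOHD lesion replicate 2. Sotub09g016850 was among the 13, at 14.98 ± 5.08 CPM in shRBOHD against 0.601 ± 0.407 CPM in Rywal (SD, n = 3; edgeR adjusted p 3.22e-05).

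In surrounding tissue 552 genes were called between shRBOHD and Rywal (2.40%), 253 higher and 299 lower. With the authors' denominators 239 were higher and 84 lower, and a fit of only these groups called 11, all 11 higher in shRBOHD. The count was 171 and 55 without Rywal surrounding replicates 1 and 2, and 316, 165 and 275 without shRBOHD surrounding replicates 1, 2 and 3. All 13 genes called in lesions were also called in surrounding tissue with the same sign, and 5 of them in mock tissue too, so 5 genes were higher in shRBOHD in all 3 tissues. This overlap depended on the fit. RLE scaling and DESeq2 kept all 13 genes in lesions. Only 2 of the 13 were kept there without Rywal lesion replicate 2, 3 without shRBOHD lesion replicate 2, and 0 in the fit of only the compared groups. The 5 genes cannot all be called in lesions in those fits.

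**Figure D3:**
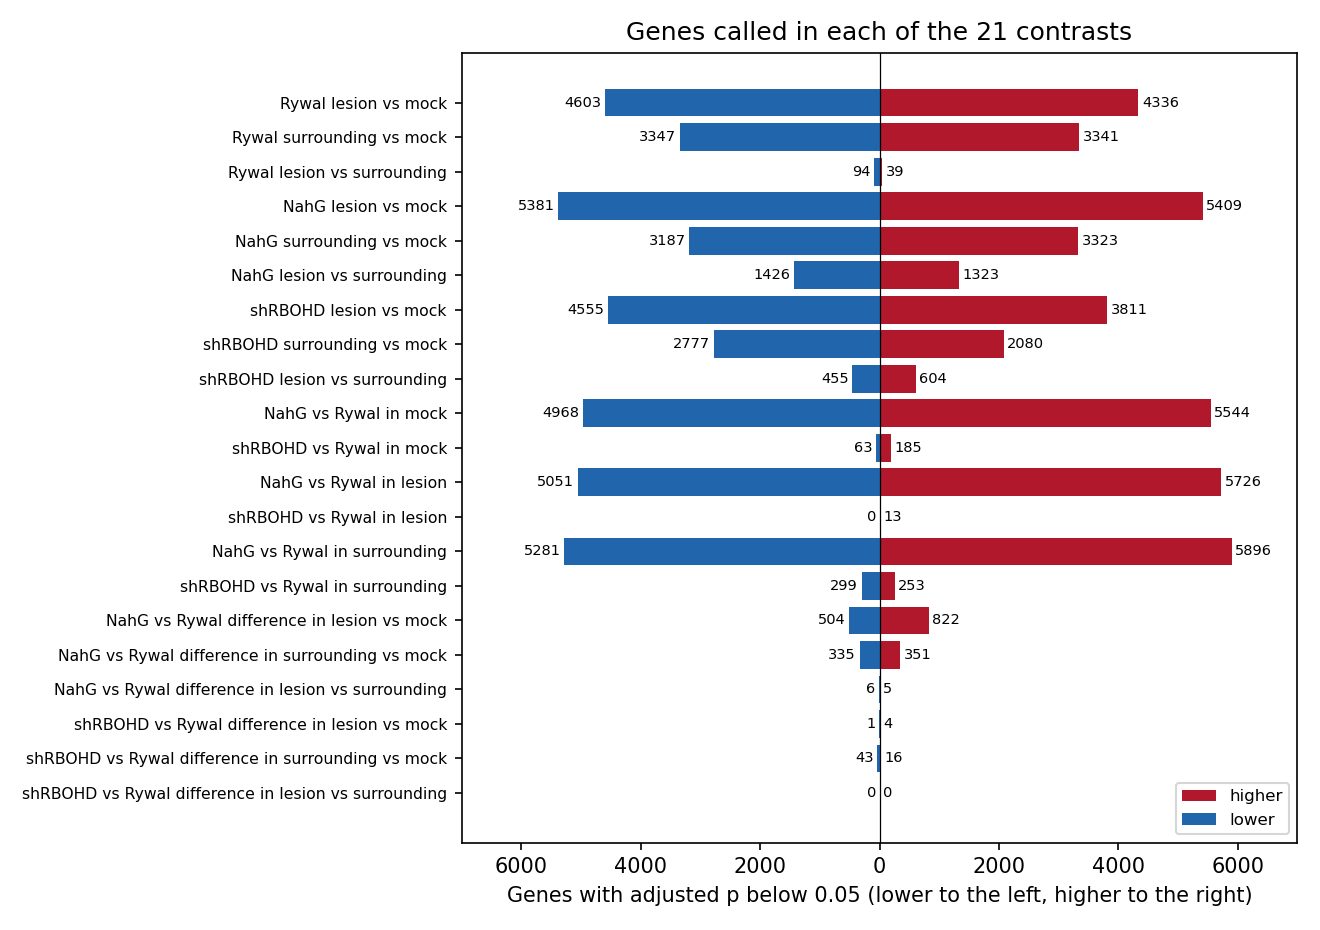
Number of genes called in each of the 21 contrasts at an edgeR adjusted p below 0.05; bars to the right count genes higher, and bars to the left genes lower, in the group named first or, for the lowest 6 contrasts, with a more positive or more negative change in the transgenic line than in Rywal. The NahG against Rywal contrasts hold 10512 to 11177 genes and those of shRBOHD 13 to 552.

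Whether the response itself differed between genotypes was tested with interaction terms. From mock to lesion, the change differed between NahG and Rywal in 1326 genes, 822 with a more positive and 504 with a more negative change in NahG. The authors' denominators gave a split of 1179 to 296. The count was 830 without Rywal lesion replicate 3 and 836 without NahG lesion replicate 1. From mock to surrounding tissue, it differed in 686 genes, 351 more positive and 335 more negative. The authors' denominators gave 877 to 219. The count was 307 and 324 without Rywal mock replicates 1 and 3, and 442 without either Rywal surrounding replicate 1 or 2.

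The difference between lesion and surrounding tissue was itself different between NahG and Rywal in 11 genes, 5 more positive and 6 more negative, and in 377 genes with the plant as a block, 254 more positive and 123 more negative. Under the authors' denominators, and also after thinning of the NahG libraries, it was 3 to 6. The count was 7 and 6 without Rywal lesion replicates 2 and 3, 7 and 28 without NahG lesion replicates 2 and 3, and 6 without NahG surrounding replicate 1. The direction of most calls is therefore not settled.

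Between shRBOHD and Rywal the change from mock to lesion differed in 5 genes, 4 more positive and 1 more negative. Sotub09g016850 was among them (edgeR adjusted p 0.00629). The count was 3 and 2 without Rywal mock replicates 1 and 3, 3 and 2 without Rywal lesion replicates 1 and 2, 89, 2 and 2 without shRBOHD mock replicates 1, 2 and 3, and 3 and 2 without shRBOHD lesion replicates 2 and 3. DESeq2 called 255, 116 more positive and 139 more negative, and the fit of only the compared groups called 8, 3 and 5, with 2 of the 8 among the 5 genes of the reported fit. Without shRBOHD mock replicate 1 the split was 38 to 51. As above, the direction of most calls is not settled.

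From mock to surrounding tissue, the change differed between shRBOHD and Rywal in 59 genes, 16 more positive and 43 more negative. Under the authors' denominators the split was 13 to 9. The count was 4, 114 and 7 without Rywal mock replicates 1, 2 and 3, and 21, 4 and 139 without Rywal surrounding replicates 1, 2 and 3. It was 255, 7 and 7 without shRBOHD mock replicates 1, 2 and 3, and 15 and 10 without shRBOHD surrounding replicates 2 and 3.

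For the difference between lesion and surrounding tissue, 0 genes differed between shRBOHD and Rywal by edgeR, with 824 at an unadjusted p under 0.05. DESeq2 called 3 genes, and the fit with the plant as a block called 0. The fit without a block was also run on simulated counts. In this contrast it recovered 69.5% of changes of 3 on the log2 scale and 25.5% of changes of 2. These rates hold for genes above the minimum mean count of the simulation. Differences of 2 or 3 in single genes were thus not always detectable by that fit at this depth and replication. The simulated pools were not paired by plant, and recovery with the plant as a block was not simulated, so the limit of the blocked fit is not known.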

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

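The use of depth, scaling and single mock libraries as tests of explanations in this part was chosen only after the results were seen. The RLE fit and the fits without a single library were themselves among the alternatives fixed before. The tests of other splits of the libraries and of compressed fold changes were also chosen before. All 5 results below stand out because the response to inoculation in a transgenic line differed from that in Rywal by an interaction term in edgeR. Other splits were fitted on the libraries of the compared genotypes alone, where the real split gave 1158, 533, 8, 10 and 84 genes for the 5 results in the order below.

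The change from mock tissue to lesion differed between NahG and Rywal in 1326 genes. The NahG libraries are deeper, but thinning them to the median of the others gave 1220 genes, 1140 of them among the 1326, which argues against depth as the cause. With the authors' CPM denominators as library sizes 1112 of the 1326 genes remained, which argues against the choice of scaling for most of them. A general compression of fold changes in 1 kind of library would keep each gene's sign, yet 87 genes (6.56%) had changes that were called in both genotypes with opposite signs, so compression cannot be the whole cause. Of 50 splits of the libraries, the real one included, 2 gave as many genes. Splits that mix the libraries of a transgenic line with those of Rywal put the difference between the lines into the spread, and the median of the other splits was 0 genes, so this count cannot exclude chance. The other split with as many genes kept the libraries of both tissues whole and exchanged the genotype names in 1 tissue. Single libraries mattered, with 830 genes without Rywal lesion replicate 3 and 836 without NahG lesion replicate 1. What stays open is a preparation or sequencing batch shared by part of the libraries: the kit of each library is not given, and a kit that differed between mock pools and inoculated pools of a line would enter this contrast. GC content, gene length and reads shared between gene copies were not tested. An altered response in a line with the NahG gene may also account for the genes, a hypothesis that these data cannot separate from a batch.

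The change from mock to surrounding tissue differed between NahG and Rywal in 686 genes. Thinning of the NahG libraries gave 708 genes, 602 of them among the 686, against depth as the cause, and 566 of the 686 remained under the authors' denominators, although the total rose to 1096 and the split moved from 351 more positive and 335 more negative to 877 and 219. Opposite signs, each called, were found for 59 genes (8.60%), so compression cannot be the whole cause. It may still be a part of it. Over the 4857 genes called in shRBOHD for surrounding tissue against mock, the median absolute log2 change was 1.36 in NahG and 1.80 in Rywal. Among the 686 genes, 177 had a smaller change of the same sign in NahG and 119 a larger one. The signs were opposite, called or not, in 390. Of 50 splits, 3 gave as many genes, and chance cannot be excluded by this count, for the same reason as above. Both of the other splits with as many genes left the libraries of at least 1 of the compared tissues whole, and 1 of them exchanged the names of the genotypes in a whole tissue. The count was 307 and 324 without Rywal mock replicates 1 and 3 and 442 without Rywal surrounding replicate 1 or 2. A batch, as above, and a biological difference of the line may each contribute and were not separated.

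The difference between lesion and surrounding tissue was itself different between NahG and Rywal in 11 genes. Thinning gave 9 genes, 8 of them among the 11, and 9 of the 11 remained under the authors' denominators, against depth and scaling as the cause. Of 50 splits 2 gave as many genes. Chance cannot be excluded by this count, since the splits mix the lines and also part the pools of a plant. With the plant as a block 377 genes were called, among them 10 of the 11, and 254 were more positive and 123 more negative in NahG. The count was 7 and 6 without Rywal lesion replicates 2 and 3, 7 and 28 without NahG lesion replicates 2 and 3, and 6 without NahG surrounding replicate 1. Lesion and surrounding pools were of equal size, so a kit chosen by input is less of a concern here, but the kit is not given and the explanation was not tested. A genotype difference in single genes, such as Sotub09g016850, may underlie the result.

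The change from mock tissue to lesion differed between shRBOHD and Rywal in 5 genes. All 5 remained under the authors' denominators, against scaling as the cause. In the fit behind the splits the real split gave 10 genes and the highest other split 5, so 1 of 50 gave as many. The other splits mix the lines, with a median of 0 genes, so this count cannot exclude chance. A fit of only the compared groups called 8 genes, of which 2 were among the 5. The count depended on single mock libraries. Leaving out Rywal mock replicates 1, 2 and 3 gave 3, 6 and 2 genes, and leaving out shRBOHD mock replicates 1, 2 and 3 gave 89, 2 and 2. Other libraries mattered too, with 3 and 2 genes without Rywal lesion replicates 1 and 2, and 3 and 2 without shRBOHD lesion replicates 2 and 3. Without shRBOHD mock replicate 1 all 5 genes were still called, which argues against that library being out of place as their source. For the other mock libraries, fewer libraries also lower the power, so a library out of place cannot be told apart from the loss of a replicate. Whether shRBOHD mock replicates 2 and 3 were out of place together was not tested. The direction of most calls was 4 more positive and 1 more negative in the reported fit and 38 and 51 without shRBOHD mock replicate 1. Whether silencing of RBOHD could explain the 5 genes is a hypothesis that was not tested, because the target itself was not analysed here.

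The change from mock to surrounding tissue differed between shRBOHD and Rywal in 59 genes. Only 19 of them remained under the authors' denominators, where 22 genes were called, and the direction of most calls moved from 16 more positive and 43 more negative to 13 and 9. RLE scaling kept all 59 among 93 called genes, 23 more positive and 70 more negative. The scaling alternatives thus disagree, and scaling as a cause for most of the 59 genes is neither shown nor excluded. In 1 of 50 splits, the real one, as many genes were called, with 84 against 9 in the highest other split. The other splits mix the lines here too, so chance cannot be excluded by this count. Leaving out Rywal mock replicates 1, 2 and 3 gave 4, 114 and 7 genes, and leaving out shRBOHD mock replicates 1, 2 and 3 gave 255, 7 and 7. Rywal surrounding replicates 1, 2 and 3 gave 21, 4 and 139 when left out, and shRBOHD surrounding replicates 2 and 3 gave 15 and 10. On the first principal component shRBOHD mock replicate 1 lay at 11.8 and replicates 2 and 3 at -71.3 and -59.3. Its chi-square values per degree of freedom against them were 140.5 and 122, and theirs against each other 7.68. When it was left out, 58 of the 59 genes were still called among the 255, which argues against that library as their source. Whether shRBOHD mock replicates 2 and 3 were instead out of place together was not tested, since libraries were left out singly. Of the other mock libraries, the fewest genes, 4, were called without Rywal mock replicate 1, and there a library out of place cannot be told apart from lower power. A difference between the lines in the surrounding tissue may be present, but its size is not settled by these libraries.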

How the results depend on the processing

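The authors' CPM denominators, the thinning of the NahG libraries, the replicate block and DESeq2 for the overlap between genotypes, and the unfiltered fit and the authors' denominators for the 4 named genes were alternatives chosen after seeing the data. None of the log2 fold changes of the 4 named genes and none of the correlations changed sign under the alternatives run. Whether more genes were called higher or lower did change in some contrasts. Of the 20 contrasts with called genes, the majority changed sides in 8 under the authors' denominators, in 7 in the fit of only the compared groups, in 4 with the replicate block, in 3 each under RLE scaling and DESeq2, and in 2 without a filter on low counts. It also changed sides in 1 of 9 after thinning, and in 7 of 20 with some single library left out. Under RLE scaling all counts of called genes, overlaps and correlations stayed within 1.5 times or within the replicate spread, except the shRBOHD difference from Rywal in surrounding tissue against mock, which rose from 59 to 93 genes. Thinning kept all 9 contrasts that involve NahG within 1.5 times, but moved the share of higher calls by over 10 percentage points in 2 of them, NahG lesion against surrounding tissue and its difference from Rywal.

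Without a filter on low counts, shRBOHD against Rywal in surrounding tissue gave 360 genes in place of 552, the NahG difference in surrounding tissue against mock 455 in place of 686, and the shRBOHD difference in lesion against mock 3 in place of 5. The correlations between lesion and surrounding changes were 0.799 in Rywal, 0.757 in NahG and 0.794 in shRBOHD. More genes are tested in this setting, and the cause of the lower correlations was not tested. Under the authors' denominators shRBOHD against Rywal in surrounding tissue gave 323 genes, the shRBOHD difference in surrounding tissue against mock 22 and the NahG difference in surrounding tissue against mock 1096. These denominators moved the share of higher calls by over 10 percentage points in 13 of the 21 contrasts, for example from 5544 higher and 4968 lower to 3835 and 7105 in NahG against Rywal mock tissue, and the median log2 fold change of all genes by over 0.1 in 16, by up to 0.45. RLE scaling did neither in the 21 contrasts. The median moved by -0.27 in Rywal lesion against mock, by -0.45 in NahG against Rywal mock, and by 0.37 in the NahG difference in surrounding tissue. What the denominators count is not stated, and the cause was not tested.

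DESeq2 called more genes than edgeR by over 1.5 times in 12 results: 621 in Rywal and 1954 in shRBOHD for lesion against surrounding tissue; 837, 287 and 1483 for shRBOHD against Rywal in mock tissue, lesions and surrounding tissue; 2253, 1634 and 131 for the NahG differences in lesion against mock, surrounding tissue against mock and lesion against surrounding tissue; 255, 691 and 3 for the corresponding shRBOHD differences; and 396 for the genes shared by 3 genotypes in lesion against surrounding tissue. Of the genes called by edgeR, DESeq2 also called 131 of 133 in Rywal lesion against surrounding tissue and 1317 of 1326 in the NahG difference in lesion against mock. The cause was not tested.

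When only the compared groups entered the fit, shRBOHD against Rywal gave 1 gene in lesions, which was none of the 13 reported, and 11 in surrounding tissue, all higher, the NahG differences gave 866, 362 and 3, and the shRBOHD differences gave 8 in lesion against mock and 8 in surrounding tissue against mock. In Rywal lesion against surrounding tissue it called 98 genes, 51 higher and 47 lower, and 44 of them were among the 133. Such a fit has fewer samples from which to estimate the spread.

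With the replicate block, lesion against surrounding tissue gave 1297 genes in Rywal, 5054 in NahG and 2999 in shRBOHD, 377 for the NahG difference, and 977 genes shared by the genotypes. In these comparisons the numbers pair the pools by plant. Where the numbers do not pair the samples, the block gave 5 genes for shRBOHD against Rywal in lesions and 17 for the shRBOHD difference in lesion against mock. For the shRBOHD difference in surrounding tissue against mock it gave 163 genes, 53 of them among the 59. The same-numbered surrounding pools of shRBOHD and Rywal were correlated (r from 0.127 to 0.254), but this block joined pools within a line and did not use that correlation. The surrounding and mock pools of a line were not positively correlated (r from -0.377 to -0.147 in shRBOHD and -0.0724 to -0.00154 in Rywal). The numbers therefore gave no sign of pairing the samples that this contrast compares, and the 163 genes are not a paired result. The block moved no other count by over 1.5 times and changed the call of none of the 4 named genes.

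Leaving out a single library lowered 56 and raised 8 of 225 values by over 1.5 times. The lowest and highest counts for lesion against surrounding tissue were 40 and 223 in Rywal, 1343 and 2402 in NahG and 410 and 847 in shRBOHD, and 30 and 146 for the genes shared by the genotypes. For surrounding tissue against mock in shRBOHD they were 2852 and 5523. For shRBOHD against Rywal they were 33 and 738 in mock tissue, 2 and 17 in lesions and 55 and 742 in surrounding tissue. The NahG differences ranged from 830 to 1363 in lesion against mock, from 307 to 697 in surrounding tissue against mock and from 6 to 28 in lesion against surrounding tissue. The shRBOHD differences ranged from 2 to 89 in lesion against mock and from 4 to 255 in surrounding tissue against mock, and stayed at 0 in lesion against surrounding tissue. The highest shRBOHD counts in mock tissue and in both of these differences were reached without shRBOHD mock replicate 1. Contrasts of lesions with mock tissue, of Rywal and NahG surrounding tissue with mock tissue and of NahG with Rywal in each tissue kept within 1.5 times whichever library was left out, as did the overlap of 5075 genes (4533 to 5028), and the correlations kept within the replicate spread. Of 24 such tests of the 4 named genes, 10 fell short of the threshold. All of these concerned the 2 genes that rose, which also fell short in the unfiltered fit, and the 2 that fell passed it in every fit run.

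With 5998634 to 8695301 counts in the Rywal and shRBOHD libraries, the floor of 3 counts over a Rywal lesion group is 0.129 CPM, and in simulations 4.50% of genes with a log2 change of 1 were recovered between Rywal lesion and surrounding tissue. That share holds for the fit without a block and for genes above the minimum mean count of the simulation. It also reflects the spread and the 3 replicates, and the part due to depth was not isolated.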

Other observations

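The tests of depth, scaling and batch for the NahG libraries and of mixing in the surrounding tissue were chosen only after the results were seen; the test of the position of the surrounding tissue and the counts of other splits were chosen before.

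For each of the 15 contrasts between groups of 3 and 3 libraries, 1 of the 10 splits, the real one, gave as many genes in a fit of those groups. The share cannot go below 0.1 in this design, so chance cannot be excluded by it. The highest count in any other split was 0. Lesion and surrounding pools are paired by plant. Of their 10 splits 4 part all 3 pairs, as the real split does, and the others part 1 pair, and both kinds gave 0 genes apart from the real split. For the difference between shRBOHD and Rywal in lesion against surrounding tissue, where the real split called 0 genes, all 50 splits gave as many.

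The NahG libraries differed from the other 18 in every tissue. NahG against Rywal in mock tissue gave 10336 genes after thinning, 10009 of them among the 10512 of the reported fit, against depth as the cause, and 8803 of the 10512 remained under the authors' denominators, against scaling as the cause for most. Genes with PGSC identifiers took 17.6 to 21.8% of the counts in the NahG libraries and 8.33 to 12.4% in all others. In mock tissue 47.2% of the tested genes with PGSC identifiers were higher in NahG than in Rywal, against 18.5% of those with Sotub identifiers, and the median log2 differences were 1.47 and -0.09. In lesions the medians were 1.53 and -0.14 and in surrounding tissue 1.48 and -0.07. Between shRBOHD and Rywal the medians of the identifier classes differed by at most 0.11. A batch in library preparation or sequencing shared by the NahG libraries could produce such a class effect, and so could a difference in how their reads were assigned to genes. The lowest share in a NahG library, 17.6%, lies above the highest elsewhere, but every NahG library belongs to 1 genotype, so batch and genotype cannot be told apart. What the identifier classes have in common is not given in the sources used here.

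With at least 10 counts in every NahG library and 0 in all others, 6 genes were found only in NahG, 4 of them with PGSC identifiers. With at least 10 counts in every other library and 0 in all NahG libraries, 21 genes were absent from NahG alone. The corresponding numbers were 0 and 0 for Rywal and for shRBOHD. After thinning of the NahG libraries 3 genes met the limit in NahG alone. No biological explanation was tested for these genes.

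The position of each surrounding pool between mock (0) and lesion (100) of its genotype was computed from the genes called in the lesions of both other genotypes, as the mean log2 CPM of rising genes minus that of falling genes. The position was 75.3 ± 8.93 in Rywal, 53.6 ± 1.65 in NahG and 61.0 ± 8.92 in shRBOHD (SD, n = 3). The 3 Rywal pools, at 69.4 to 85.6, lay above all NahG pools (51.9 to 55.3) and all shRBOHD pools (51.3 to 68.9). The exact two-sided permutation p was 0.1 for each of the 2 comparisons, also after Benjamini-Hochberg adjustment, and 0.1 is the smallest that 3 against 3 can give. The separation from shRBOHD was narrow. Without shRBOHD mock replicate 1 its pools reached 71.5, and without Rywal lesion replicate 1 the lowest Rywal pool stood at 66.6, so that the ranges overlapped. The separation from NahG kept under each library left out of the mock and lesion groups. NahG pools then lay at 57.4 at most and Rywal pools at 66.6 at least. Thinning moved the mean positions by less than the SD, on the gene lists of the reported fit. RLE scaling did so too, but a scaling factor cancels almost entirely in this difference of log2 means. RLE scaling therefore could not test the separation. As a hypothesis, a genotype difference in the spread of the response may explain the lower position, as may a difference in how closely the sections were taken around lesions, which the labels do not give. The position is also anchored on the mock pools, where a kit effect is not excluded, and such an effect could shift it. The exact permutation p of 0.1 decides for none of these.

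A simple mixture of lesion and mock-like cells in the surrounding sections would give the same share of the lesion change for rising and for falling genes on the linear CPM scale. The median shares over genes with at least 10 CPM in mock tissue or lesion differed. They were 60.5 ± 13.1% for rising and 89.5 ± 5.72% for falling genes in Rywal, 33.6 ± 3.22% and 78.8 ± 4.70% in NahG, and 38.3 ± 7.16% and 83.3 ± 7.42% in shRBOHD (SD, n = 3). The smallest mean difference over the genotypes was 29.0 percentage points, in Rywal, where the SD of the difference was 7.76. The sign was the same in all 9 pools. With the authors' CPM the mean differences were 19.1, 22.8 and 23.0 percentage points. The shares are taken against mock pools, where a kit effect is not excluded. Apart from such an effect, the values argue against lesion cells mixed into the surrounding sections as the sole source of its intermediate expression. A change of intermediate size in the surrounding cells themselves may be present, a hypothesis found and tested on the same data. On the linear scale an intermediate log2 change takes a larger share of a fall than of a rise, so the asymmetry itself says nothing on which genes responded first.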
